# Evolution and genomic organization of the insect sHSP gene cluster and coordinate regulation in phenotypic plasticity

**DOI:** 10.1186/s12862-021-01885-8

**Published:** 2021-08-04

**Authors:** Megan Leask, Mackenzie Lovegrove, Abigail Walker, Elizabeth Duncan, Peter Dearden

**Keywords:** Phylogenetics, sHSP, Honeybee, Birth-and-death evolution, Synteny, Arthropods, H3K27me3

## Abstract

**Background:**

Conserved syntenic gene complexes are rare in Arthropods and likely only retained due to functional constraint. Numerous sHSPs have been identified in the genomes of insects, some of which are located clustered in close proximity. Previous phylogenetic analyses of these clustered sHSP have been limited to a small number of holometabolous insect species and have not determined the pattern of evolution of the clustered sHSP genes (sHSP-C) in insect or Arthropod lineages.

**Results:**

Using eight genomes from representative insect orders and three non-insect arthropod genomes we have identified that a syntenic cluster of sHSPs (sHSP-C) is a hallmark of most Arthropod genomes. Using 11 genomes from Hymenopteran species our phylogenetic analyses have refined the evolution of the sHSP-C in Hymenoptera and found that the sHSP-C is order-specific with evidence of birth-and-death evolution in the hymenopteran lineage. Finally we have shown that the honeybee sHSP-C is co-ordinately expressed and is marked by genomic features, including H3K27me3 histone marks consistent with coordinate regulation, during honeybee ovary activation.

**Conclusions:**

The syntenic sHSP-C is present in most insect genomes, and its conserved coordinate expression and regulation implies that it is an integral genomic component of environmental response in arthropods.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12862-021-01885-8.

## Background

Evolutionary conserved syntenic gene complexes are relatively rare in arthropod genomes, with only three major well-characterised examples, the Hox complex [1–6], the E(spl)-C [7, 8] and the runt complex [9] represented in the majority of arthropod lineages. Those complexes, in which gene-order remains conserved over evolutionary time, are likely to be constrained by factors such as coordinated regulation (as in the case of the Hox and E(Spl)-C). Most gene complexes (though not all) [10], are formed by duplication of a single ancestor, but the evolutionary history of such complexes is often complicated with instances of duplication, loss, and gene conversion. In this study we examine the evolutionary history and gene expression patterns of a syntenic cluster of small heatshock protein encoding genes (sHSP-C) [11] in the genomes of arthropods.

sHSPs are found throughout the three domains of life and these proteins act as molecular chaperones that bind misfolded proteins. The sHSPs are one of the most up-regulated classes of heat-shock proteins following stress [12], have critical roles in normal development in *Drosophila* [13]*.* The sHSPs are categorized as having molecular weights between 12 and 42 kDa and are comprised of a conserved α-crystallin domain of about 100 amino acid residues and a highly variable N-terminal domain [14, 15]. The sequence diversity of the N-terminal region has been proposed to be responsible for regulation of expression, species-specific functions, cellular localisation or tissue specific expression [11, 16, 17] and oligomerization and chaperoning capacity [18].

The most well studied insect sHSP are seven sHSP genes contained in a syntenic cluster at a 15 kb region at the 67B locus in *D. melanogaster* and the sHSP *lethal (2) essential for life (l(2)efl)* found non-linked on Chromosome 2R. The *Drosophila* sHSP-cluster (sHSP-C) genes and non-linked *l(2)efl* all have similar sequences in their promoter regions, with multiple heat shock elements (HSE) and binding sites for Broad-Complex (BR-C), an ecdysone regulated transcription factor [19, 20]. This implies that the sHSP-C genes and *l(2)efl* share a common ancestral ortholog as well as similar functions and expression [21–23] and therefore the genes of the sHSP-C could be retained in this cluster due to functional constraint. Supporting this conjecture, the seven *D. melanogaster* sHSPs in the sHSP-C have coordinated expression in response to temperature shock, while having distinct expression patterns during normal development [24–27].

sHSP-C genes have also been identified and studied in other insects [11] and coordinated expression of the entire sHSP-C is evident in *Bombyx mori* (Lepidoptera) [11] and *Bemisia tabaci* (Hemiptera) [28]. Genomic organisation of the insect sHSP-C and coordinated expression of sHSP-C genes under certain conditions implies that the sHSP-C is a conserved entity in insects that could be functionally constrained. However, phylogenetic analyses to date which are restricted to the holometabola imply that these sHSP clusters are species-specific and that the sHSPs have undergone multiple independent expansion events in the evolution of insects [11, 28]. Only very recently do phylogenetic analyses in Lepidoptera indicate that the sHSP-C is stable between species of this order [29, 30]. In the absence of more comprehensive expression data and phylogenetic evidence spanning the entirety of the insect orders including the more basally branching holometabola and hemimetabola it is unclear how the sHSP-C has evolved throughout the insect lineage and/or whether coordinate expression suggestive of functional constraint is a feature of the sHSP-C in all insects.

To disentangle the evolutionary relationships of the sHSP-C in insects and assess if the insect sHSP-C evolution could be due to constraint we combine a broad phylogenetic study with a focussed study of the expression of these genes in the basally branching holometabola honeybees. Using a comprehensive suite of arthropod genomes our analyses show that the sHSP-C is an ancestral component of pan-crustacean genomes and its complex evolution throughout arthropod evolution is due to both evolutionary constraint of an ancestral cluster as well as multiple expansion events in different species. Using two tractable models of phenotypic plasticity in the Honeybee we assess whether the sHSP-C is a genomic regulatory domain that is expressed co-ordinately in response to environmental stimuli to further support the notion that the insect sHSP-C is a conserved and functionally constrained environmentally responsive cluster of genes.

## Results

### Phylogenetics

#### A sHSP-cluster is a hallmark of arthropod genomes

In this study, we examine several classes of small heat-shock proteins (sHSPs) which all share an extensive amount of genetic and protein sequence similarity. Herein our analyses contain (1) sHSP genes found syntenically at the same genomic location in a sHSP-cluster (sHSP-C) (2) non-linked sHSPs which are not syntenically clustered with other sHSP genes and (3) *l(2)efl* genes which are non-linked sHSP previously identified to be conserved throughout insects. Previous phylogenetic analyses have identified clustered sHSP genes in the holometabolous insects *Apis mellifera*, *Tribolium castaneum, Bombyx mori*, and *Drosophila melanogaster* [11]. Here, we extended these analyses with the addition of representative species from the hemimetabolous insects *Ladona fulva, Ephemera danica*, *Zootermopsis nevadensis*, *Pediculus humanus*, and include non-insect arthropods *Tetrachynus urticae* [chelicerate]; *Daphnia pule*x [crustacea]; *Strigamia maritima* [myriapoda] and the Lophotrochozoan *Biomphalaria glabrata* [mollusca] as a non-arthropod outgroup in order to systematically examine the evolution of these genes and gene cluster in Arthropods. In our analyses all arthropods have multiple sHSP sequences. In the majority of arthropods sHSP genes are found adjacent to each other in gene clusters on contigs or genome scaffolds (Additional file 2: Figure S1). In comparison sHSP were not found to be clustered in a molluscan genome. Thus a sHSP-C appears to be a feature of arthropod genomes (with the exception of the hemimetabolous insect *Zootermopsis*).

#### *l(2)efl* is an insect innovation

We used BLAST to identify two categories of non-linked sHSPs; those that were most similar to *Drosophila l(2)efl* and non-linked sHSP most similar to the sHSP-C genes. We carried out phylogenetic analyses of the non-linked sHSP genes most similar to *Drosophila l(2)efl* and the genes of the sHSP-C from a single species from each order of the insects, and one species each from chelicerates, crustacean, myriapoda and mollusca (Fig. 1). Since we were focussed on the mechanisms underlying the evolution of the sHSP-C genes and due to the large number of non-linked sHSP that are most similar to the sHSP-C genes these non-linked sHSP genes were excluded from further analyses of the Arthropod sHSPs.

**Fig. 1:**
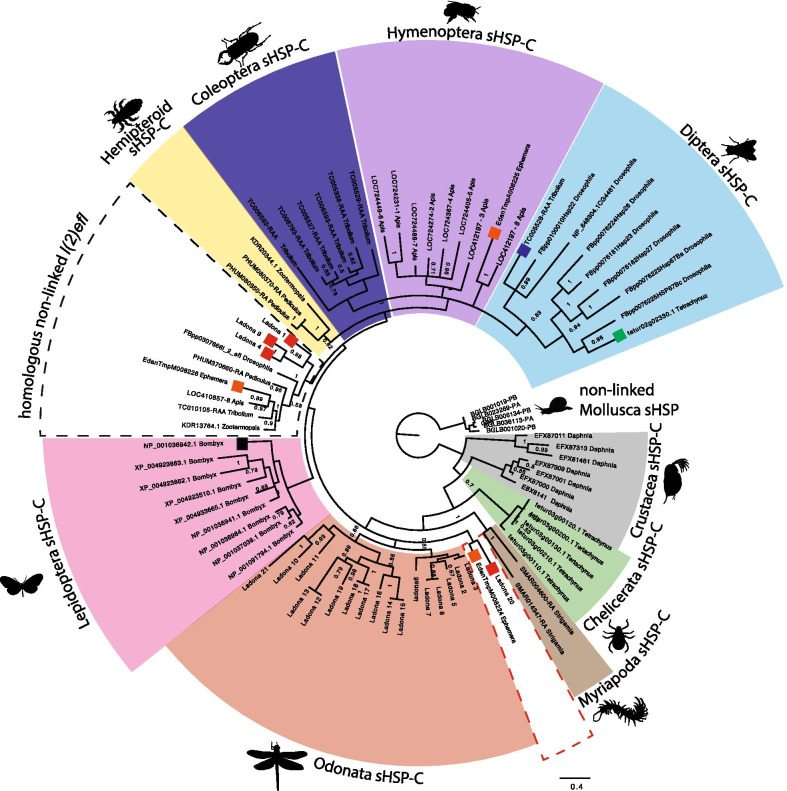
Phylogenetic relationships sHSP genes in Arthropods. Bayesian Phylogram of sHSPs proteins generated using WAG model of amino-acid evolution. Node labels indicate posterior probabilities. The tree is rooted with non-linked sHSP sequences from mollusca. Protein identifiers refer to names in Additional file 1: Table S1. Coloured boxes demarcate the sHSP-C genes from the arthropod orders; diptera (light blue) hymenoptera (purple), coleoptera (dark blue), lepidoptera (pink), hemipteroid lineage (yellow), odonata (red), myriapoda (brown), chelicerata (green) and crustacea (grey). The dashed boxes indicate the non-linked *l(2)efl* sequences in insects

Phylogenetic analysis examining the relationships of the sHSP-C genes and *l(2)efl* indicates the existence of a clade containing the orthologs of the *D. melanogaster l(2)efl* gene from each insect species (Fig. 1, indicated by black dashed box). Examining the genomic organisation of sHSP-C genes we find that the *l(2)efl* gene is not clustered with other sHSP in the holometabolous and hemipteroid insects. However, the ortholog of *l(2)efl* of the basally branching Palaeoptera *Ladona* and *Ephemera* is syntenically clustered with the sHSP-C genes (Additional file 2: Figure S1). In *Ladona* there are three copies of *l(2)efl* clustered in two separate sHSP-C and in *Ephemera* one of the sHSP-C genes falls into the orthologous insect *l(2)efl* phylogenetic group. We find no evidence for orthologs of *l(2)efl* in the genomes of non-insect arthropods thus the *l(2)efl* gene appears to be an innovation specific to insects.

#### The insect sHSP-C shares a common ancestor with *l(2)efl*

Consistent with previous data [11], the majority of the arthropod sHSP-C genes fall into order-specific phylogenetic clades (coloured boxes on Fig. 1) implying that these sHSP-C genes may be the result of group-specific expansion events from an ancestral gene or genes. There are, however, two exceptions. One *Tribolium* sHSP-C gene (dark blue square) and one *Tetrachynus* non-linked sHSP paralog (green square) form a clade with the sHSP-C genes from *Drosophila* (light blue box). Finally with the exception of the *Bombyx* and Odonata sHSP-C genes (which form two sister clades to all other holometabolous and hemipteran insect sHSPs), all of the insect sHSP-C genes share a common branch-point with the homologous non-linked *l(2)efl* genes (dashed box Fig. 1). The phylogenetic signal suggests that the ancestral insect *l(2)efl* was contained in a sHSP-C as evidenced by *l(2)efl* found clustered in Odanata and Ephemera*.* To further support this notion we do observe that *l(2)efl* is found on the same chromosome as the sHSP-C in Hymenoptera, however is separated by 8 Mb (Additional file 2: Figure S1). It is possible that the insect sHSP-C arose from a duplication event that happened when *l(2)efl* was contained in an ancestral sHSP-C. Also noteworthy is that our analyses indicate that the evolution of the sHSP-C in Lepidoptera was different from that of the other holometabolous insects and that this is inconsistent with the current understanding of species relationships. This inconsistency in the phylogenetic signal could be explained by a differential duplication of an ancestral sHSP-C, could be the result of tree reconstruction error or could be the result of gene recombination/conversion between *l(2)efl* and the sHSP-C genes before separation of the ancestral complex or after separation exclusive to the Lepidoptera lineage.

#### sHSP-C copy number is conserved in holometabolous insects

The phylogenetic evidence shows that there is significant flux in the numbers of sHSP-C genes in the insect genomes. Copy number appears to be retained in the holometabolous insects (6–7 sHSP-C genes) whereas in the hemimetabolous insects it is unclear whether the *Ladona* expansion is a lineage specific event, or if the sHSP-C has been reduced (or lost in the case of *Zootermopsis*) in hemipteran genomes. The apparent clade-specific expansions of the sHSP-C genes and the complexity of the phylogeny make it difficult to identify the ancestral sHSP-C gene(s) and thus trace the evolution of the sHSP-C in the insect lineage. Consistent with previous analyses carried out by Li et al. the relationships seen in the phylogram are best explained by independent expansion events of the sHSP-C genes in each of the insect orders. However the species investigated in these initial analyses here and by Li et al. diverged 300 my ago thus the phylogenetic distance between species may be too large to provide sufficient resolution to understand the true relationships of the sHSP-C between species. To combat this issue we investigated the genome organization of the sHSP-C and carried out phylogenetic analyses of the sHSP-C genes in the more closely related species in the hemipteran (hemimetabolous sister group to the holometabola) and hymenopteran (most basally branching holometabolous insects) to deduce the origins of the insect sHSP-C.

#### All Hemipteran insects have a reduced or absent sHSP-C

To assess the evolution of the sHSP-C genes in the hemipteroid lineage we identified sHSP-C genes, *l(2)efl* genes and sHSP paralogs (non-linked sHSP which have more similarity to sHSP-C genes) in hemiptera (Additional file 2: Figure S2) and constructed a phylogram of these plus the honeybee (basally branching holometabolous insect), *Odonata* and *Ephemera* (representative non-hemipteran hemimetabolous insects) sHSP-C genes and *l(2)efl* genes (Fig. 2). With the exception of *Diaphorina citri*, the hemipteroid sHSP-C genes and hemipteroid non-linked *l(2)efl* genes separate into two distinct phylogenetic clades (Fig. 2, yellow box and dashed box, respectively) consistent with our previous arthropod phylogeny (Fig. 1). The hemipteroid sHSP-C genes and non-linked sHSP paralogs share a common branch point with the *Apis mellifera* sHSP-C genes and two of the *Ephemera* sHSP-C genes. Thus the hemiptera sHSP-C is most closely related to the genes of the sHSP-C of *Apis mellifera* (most basally branching holometabolous insect) and *Ephemera* (hemimetabolous insect). In the absence of additional genomes from species that are evolutionary intermediates between holometabola and hemiptera we cannot determine if the hemiptera sHSP-C has been reduced or if sHSP-C gene expansion has occurred in the holometabolous insects. Our conclusion from the phylogeny is that the sHSP-C genes from *Ladona,* excluding those that cluster with *l(2)efl,* appear to be a consequence of lineage specific expansion from non-linked *l(2)efl*.

**Fig. 2:**
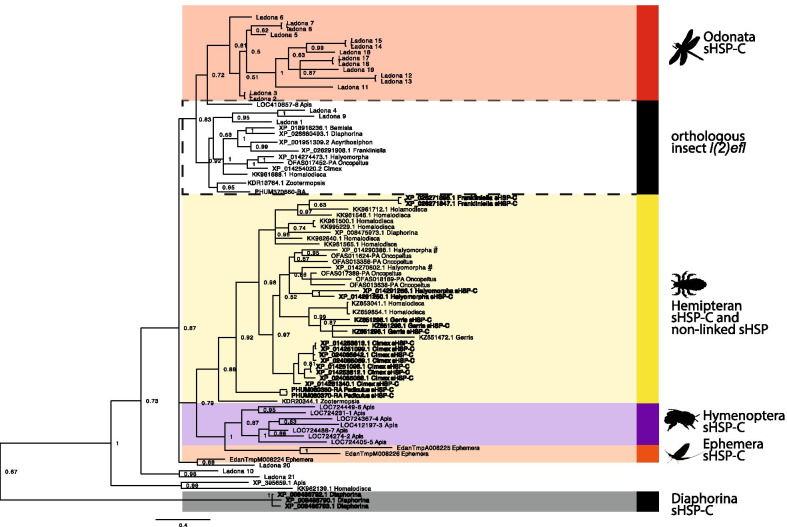
Phylogenetic relationships sHSP genes in Hemipteroid insects. Bayesian Phylogram of sHSPs proteins generated using WAG model of amino-acid evolution. Node labels indicate posterior probabilities. The tree is rooted with the clustered putative alpha-crystallin protein sequences from *Diaphorina citri*. Protein identifiers refer to names in Additional file 1: Table S1. Coloured boxes demarcate the sHSP-C genes from the hemipteroid order (yellow) and the hymenoptera (purple), odanata (red) and ephemera (orange) orders. The dashed boxes indicate the non-linked *l(2)efl* sequences. The dark grey box indicates the sHSP-C sequences from Diaphorina which falls independent of the other hemipteroid sHSP-C sequences in the phylogeny. In the hemipteroid (yellow) sHSP-C sequences are bolded

In hemiptera we see evidence of species-specific duplications of the sHSP-C genes. Within the phylogenetic group of the hemipteroid sHSP-C and non-linked sHSP paralogs each hemipteroid sHSP-C gene is most closely related to a sHSP-C gene from the same species-specific cluster (in bold on Fig. 2). In contrast, the non-linked sHSP paralogs are, in some cases, more closely related to the non-linked sHSP paralogs from closely related species e.g. the non-linked sHSP from *Halyomorpha* and *Oncopeltus* (marked by # on Fig. 2), a closely related Pentatomomorpha species (82 mya diverged [31]).

We found that the *Diaphorina* sHSP cluster, consisting of two genes (Additional file 2: Figure S2), instead aligns with the alpha crystallin genes (excluded from the phylogeny). Additionally the cluster of three sHSP genes from *Diaphorina* group together in a separate clade adjacent to all other insect sHSPs. These data indicate that the clustered genes in *Diaphorina* are instead more similar to the conserved alpha-crystallin genes. The absence of a true sHSP-C in *Diaphorina* is consistent with the absence of a sHSP-C in the other true bug species *A. pisum*.

#### Birth and death evolution of the Hymenoptera sHSP-C

sHSP-C genes, non-linked sHSP and *l(2)efl* genes were identified in hymenopteran species (Additional file 2: Figure S3). Comparable to the arthropod phylogeny (Fig. 1) the homologous *l(2)efl* forms a phylogenetic group with all Hymenoptera and other *l(2)efl* genes in other insects (Fig. 3). Additionally, our order specific analyses resolve the phylogenetic signal for the hymenopteran sHSP-C genes. The genomic organization of hymenopteran sHSPs indicates that the sHSP-C is more stable in the hymenopteran lineage than in hemiptera. This is supported by the conservation of orientation of transcription and retention of several genes in the sHSP-C (Additional file 2: Figure S3). Each gene of the Hymenopteran sHSP-C forms a phylogenetic group with representative genes from the other Hymenopteran species, indicating that the expansion of sHSP genes giving rise to the sHSP-C in Hymenoptera are order, rather than species-specific (Fig. 3). The genes of the Hymenoptera sHSP-C likely originate from two ancestral sHSP genes which have duplicated to give rise to a core hymenopteran sHSP-C (dotted box on Additional file 2: Figure S3). This core was present deep in hymenopteran evolution as evidenced by its presence in *Cephus, Orussus* and the Apidae clades which last shared a common ancestor ~ 190 million years ago [32].

**Fig. 3:**
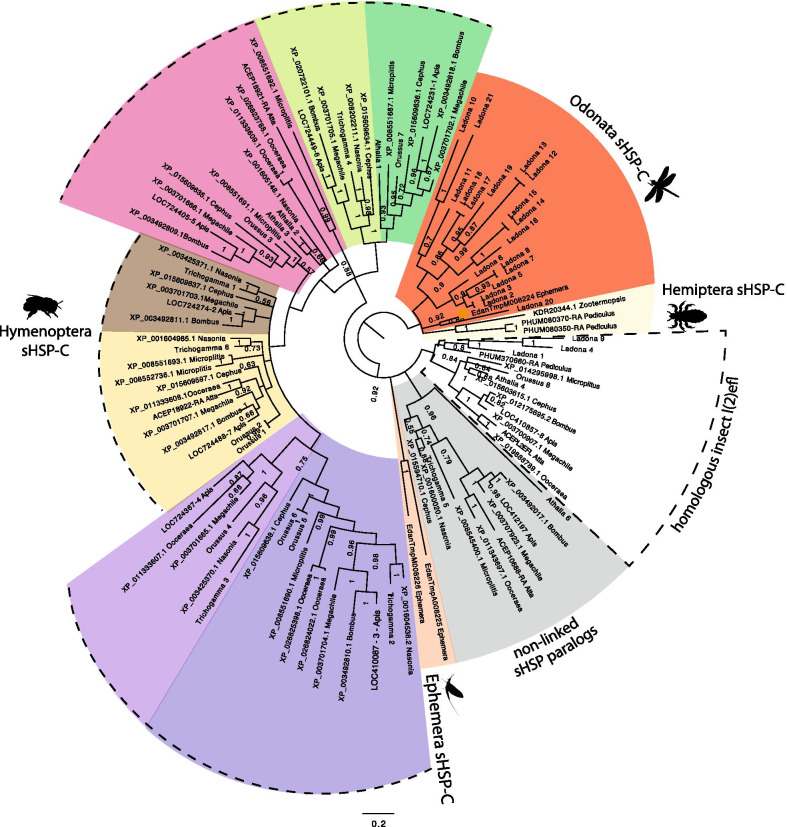
Phylogenetic relationships sHSP genes in Hymenoptera. Bayesian Phylogram of sHSPs proteins generated using WAG model of amino-acid evolution. Node labels indicate posterior probabilities. The tree is rooted with sHSP-C sequences from Palaeoptera (Ephemera and Ladona) insects. Protein identifiers refer to names in Additional file 1: Table S1

In Hymenoptera we find evidence to support birth and death evolution whereby new genes arise from duplication and are either maintained in the genome, deleted or become nonfunctional via deleterious mutations [33]. We see evidence of gene loss in the basal branching sawflies and the ants (Additional file 2: Figure S3) consistent with previous studies [28]. The absence of some of the sHSP-C genes in *Athalia* appears to be due to loss events because we see the full complement of ~ 7 hymenopteran sHSP-C genes in another sawfly *Cephus cinctus*. We also identify remnants of sHSP ORFs in the ant *Atta cephalotes* sHSP cluster (whether these are expressed or functional remains to be determined) whereas the ant *Ooceraea biroi* has retained four of the sHSP-C genes and has another sHSP-C of two genes at another location in the genome. The phylogeny indicates that the genes of the second *Ooceraea* sHSP-C are most similar to that of the first *Ooceraea* sHSP-C. Other examples where genes of the same species sHSP-C are more similar to one another than other Hymenoptera sHSP-C genes are observed twice in *Orussus*, and once in *Athalia* and *Microplitus*, suggestive of recent species-specific duplications.

The cluster observed in *Cephus cinctus* is conserved through to the Apoidea (~ 190 million years diverged) which indicates that the ~ 7 sHSP-C in the extant species of hymenoptera is likely very similar to the ancestral hymenoptera sHSP-C. This analysis indicates that the Hymenopteran sHSP-C was formed early in hymenopteran evolution but has been remodelled, through the birth and death of sHSP-C genes into the clusters seen in different species (Additional file 2: Figure S3).

### Gene expression analyses

#### The sHSP-C is a coordinately regulated gene cluster in *A. mellifera*

Our phylogenetic analyses indicate that in hemimetabolous insects the sHSP complex is relatively unstable. Conversely, our analyses in Hymenoptera indicate that the sHSP complex is conserved over the 190 million years of evolution. Retention of this cluster in Hymenoptera implies that its genomic organisation is constrained and functionally important in some way. Evidence for functional constraint of the sHSP-C has been previously indicated in the higher branching holometabolous insects. In *Drosophila* and Lepidoptera the genes of the sHSP-C are regulated co-ordinately in response to heat-shock and stress [34–36] and in gonadal tissues respectively, analogous to what is seen for the conserved insect E(spl)-C [7] and Hox clusters [37] which are also under functional constraint. Recent phylogenetic evidence in Lepidoptera also indicates that the sHSP-C is conserved in this insect lineage [29, 30]. Thus we hypothesise that coordinated regulation could also explain the maintenance of sHSP clusters in the most basally branching holometabola, hymenoptera. In particular the hymenopteran honeybee displays remarkable and predictable examples of phenotypic plasticity, which we have previously shown can result in a massive transcriptional remodelling and coordinate expression of syntenic gene clusters [38]. To test the possibility that coordinate expression of the sHSP-C genes also occurs in hymenoptera and could be important in phenotypic plasticity, we examined our two previously published RNA-seq datasets [38, 39]. These datasets investigate the differences in gene expression as a result of phenotypic plasticity; the differential feeding of honeybee larvae that results in queen development [39] and the effect of queen mandibular pheromone (QMP) on honeybee ovary activity [38].

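The ovary data set holds RNA-seq of ovaries from queens, from workers living with a queen (queen-right workers, whose ovaries are inactive and were given an ovary score of 0) and from workers kept without a queen (queen-less workers, with active ovaries and an ovary score of 3). Each ovary type is represented by 2 libraries, each made from a separate pool of dissected ovaries. The values used here are the authors' RPKM, mapped reads scaled to the length of the gene model and to the size of the library, which the authors deposited for 11169 gene entries on scaffolds of a honeybee assembly. RPKM summed to 385122 and 411992 in the queen-right worker libraries, to 336392 and 330953 in the queen-less worker libraries and to 332091 and 331806 in the queen libraries. Read counts are not used here, so the absolute depth is unknown. From the steps between low RPKM values, every library had between 94.9% and 100.0% of the reads of the deepest one, with some peaks of this comparison ambiguous. The 2 libraries of each group correlated across genes with r = 0.976 in queen-right workers, 0.983 in queen-less workers and 0.988 in queens, on the log2 scale.
The authors multiplied RPKM + 1 by 1 factor per library, the lowest being 0.856 in queen-right worker replicate 2, and these factors were kept. Groups were compared with limma on log2(RPKM + 1) after this scaling, with all 6 libraries in one fit, for the 8778 gene entries with at least 1 RPKM in at least 2 libraries. A fold change on this scale understates the change of genes with low RPKM. By limma with Benjamini-Hochberg adjustment at a threshold of 0.05, 5930 genes differed between queen-less and queen-right worker ovaries, of which 2686 were higher and 3244 lower in queen-less workers. Between queen and queen-right worker ovaries 6304 genes differed, and between queen and queen-less worker ovaries 130. Without the authors' factors the median log2 fold change of all genes between queen-less and queen-right workers moved from −0.13 to −0.32, and 6085 genes differed, 2204 higher and 3881 lower. The larger direction depends on the processing, since 2953 genes were higher and 2839 lower once the trend of each library with gene length was removed. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so the calls rest on the spread that limma shares across genes. The larval data set was not analysed here.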

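The 7 sHSP-C genes were all lower in queen-less than in queen-right worker ovaries. LOC724449 had the highest level of the 7 in queen-right workers, 441 ± 67.2 RPKM (SD, n = 2 pools), against 23.9 ± 1.36 RPKM (SD, n = 2) in queen-less workers and 9.19 ± 1.67 RPKM (SD, n = 2) in queens. Its log2 fold change between queen-less and queen-right workers was −3.95 (standard error 0.16, adjusted p = 4.35e-06 from limma with Benjamini-Hochberg adjustment). LOC724231 changed least, from 22.6 ± 1.50 RPKM (SD, n = 2) to 5.88 ± 0.226 RPKM (SD, n = 2), a log2 fold change of −1.58 (standard error 0.20, adjusted p = 0.000321 from limma with Benjamini-Hochberg adjustment). The log2 fold changes of the others were −1.70 for LOC724274, −2.23 for LOC410087, −2.66 for LOC724367, −3.04 for LOC724405 and −2.84 for LOC724488. All 7 passed the threshold over all genes tested, and 7 passed when p was adjusted over the list alone. In each of the 7 genes both queen-less worker libraries lay below both queen-right worker libraries.
The median log2 fold change of the 7 genes was −2.66, and 1 of 10000 random lists of the same size matched on mean expression had a median as low. As a set the genes fell by fry (p = 0.000106) and lay below the others by camera at a preset correlation (p = 0.000599). By camera with an estimated correlation between genes they also lay below the others (p = 0.0385). Unlike camera, fry tests the set alone and does not compare it with the other genes. Removing the trend of each library with gene length, chosen after seeing the data, moved the median most among the settings that kept all libraries, to −2.19. Without queen-less worker replicate 2 the median was −2.17. The 7 proteins share identical stretches of up to 22 amino acids (LOC724274 and LOC724488), so reads could have been split between the genes by the counting.
In queen ovaries the median log2 fold change of the 7 genes against queen-right workers was −3.87, with 7 genes past the threshold and 7 when adjusted over the list alone. The smallest whole numbers of reads that match the values of LOC724405 are 2 and 3 in the queen libraries. If these are the true numbers, both lie at or under a limit of 3 reads. At 3 reads in each queen library, LOC724405 would be 25.9-fold lower in queens than in queen-right workers after the authors' scaling. The limit leaves out the counting error of so few reads, so this is not a firm lower bound. With LOC724405 at the matching −3.44 on the log2 scale, the median was still that of LOC724367. Against queen-less workers, 3 of the genes were lower in queens past the threshold (LOC410087, LOC724449 and LOC724488), and 5 when adjusted over the list alone. The authors' deposited table lists adjusted p-values of 0.3, 0.07 and 0.00587 for these 3 genes in this comparison. Only 1 passed over all genes when the fit held only the 4 libraries of these groups. The paper describes the sHSP-C as coordinately expressed when the worker ovary is activated.

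**Figure D1:**
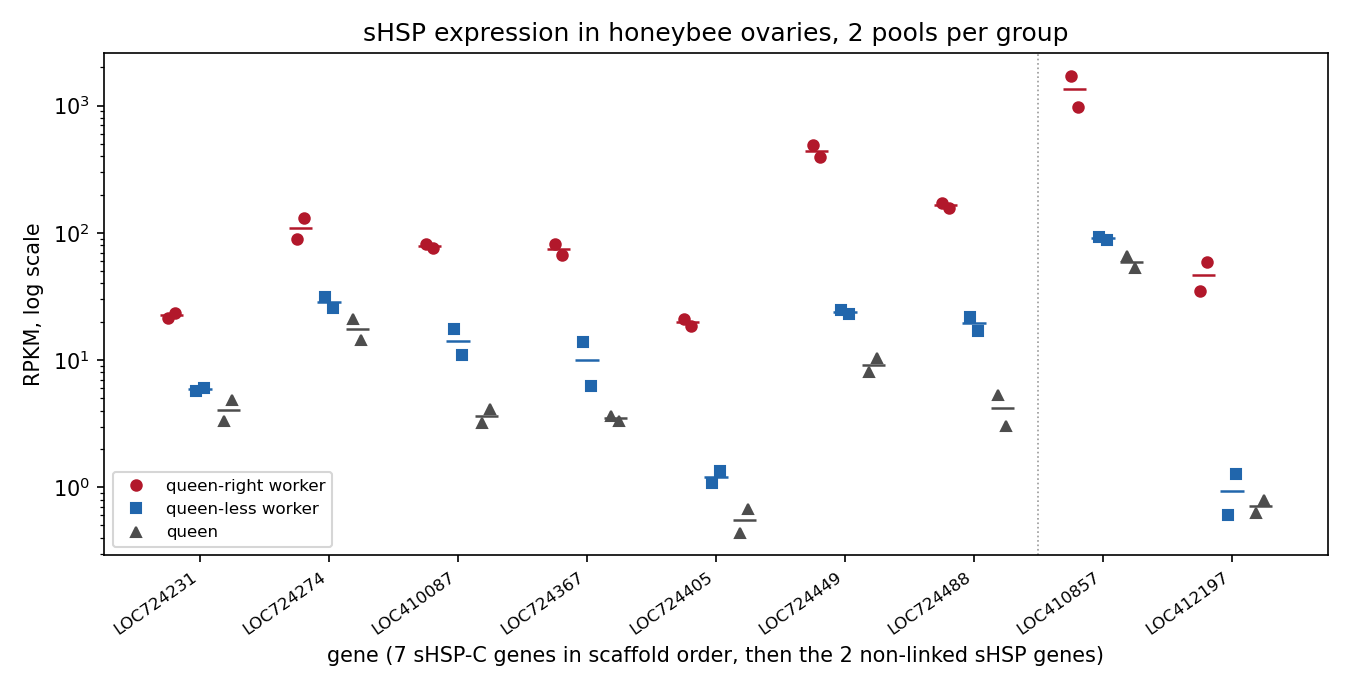
RPKM on a log scale of the 7 sHSP-C genes and of the non-linked LOC410857 and LOC412197, with each point a pool (n = 2 per ovary type) and each bar the mean. For every gene both queen-right worker pools lie above the pools of the other ovary types, for example at 489 and 394 RPKM for LOC724449 against 24.9 and 22.9 RPKM in queen-less workers.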

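On the assembly of the authors' table, the 7 genes lie on scaffold NW_003377965 between positions 23115 and 41023, a stretch of 17909 bp. LOC100576174 ends 554 bp before LOC724231, and Gmap starts 275 bp after LOC724488. LOC100576174 fell from 23.3 ± 4.81 RPKM (SD, n = 2) in queen-right to 6.79 ± 0.672 RPKM (SD, n = 2) in queen-less worker ovaries. Its log2 fold change was −1.44 (standard error 0.20, adjusted p = 0.000438 from limma with Benjamini-Hochberg adjustment), and it passed the threshold in 14 of 14 settings with a test, with values from −1.63 to −0.97. Its ratio to the neighbouring LOC724231 differed between the worker groups by less than its spread, so transcripts running on from that gene are not excluded. Gmap changed by −0.12 on the log2 scale (standard error 0.14, adjusted p = 0.449 from limma with Benjamini-Hochberg adjustment), which is within its error. LOC411452 is on another scaffold of this assembly, but lies next to LOC100576174 on linkage group 2 in the gene order of the assembly Amel_HAv3.1. LOC411452 changed by −0.21 (standard error 0.20, adjusted p = 0.364 from limma with Benjamini-Hochberg adjustment), and its sign turned to 0.08 without queen-right worker replicate 1. Of these 3 genes, 1 passed the threshold when p was adjusted over the list alone. In queens against queen-right workers, LOC100576174 was also lower, with a log2 fold change of −0.95 (adjusted p = 0.00299 from limma with Benjamini-Hochberg adjustment), and passed in 13 of 14 settings. Gmap had a log2 fold change of −0.38 in that comparison (adjusted p = 0.0363 from limma with Benjamini-Hochberg adjustment) and passed in 9 of 14 settings, with adjusted p from 0.00601 to 0.452 by limma with Benjamini-Hochberg adjustment, and LOC411452 passed in 1 of 14.

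**Figure D2:**
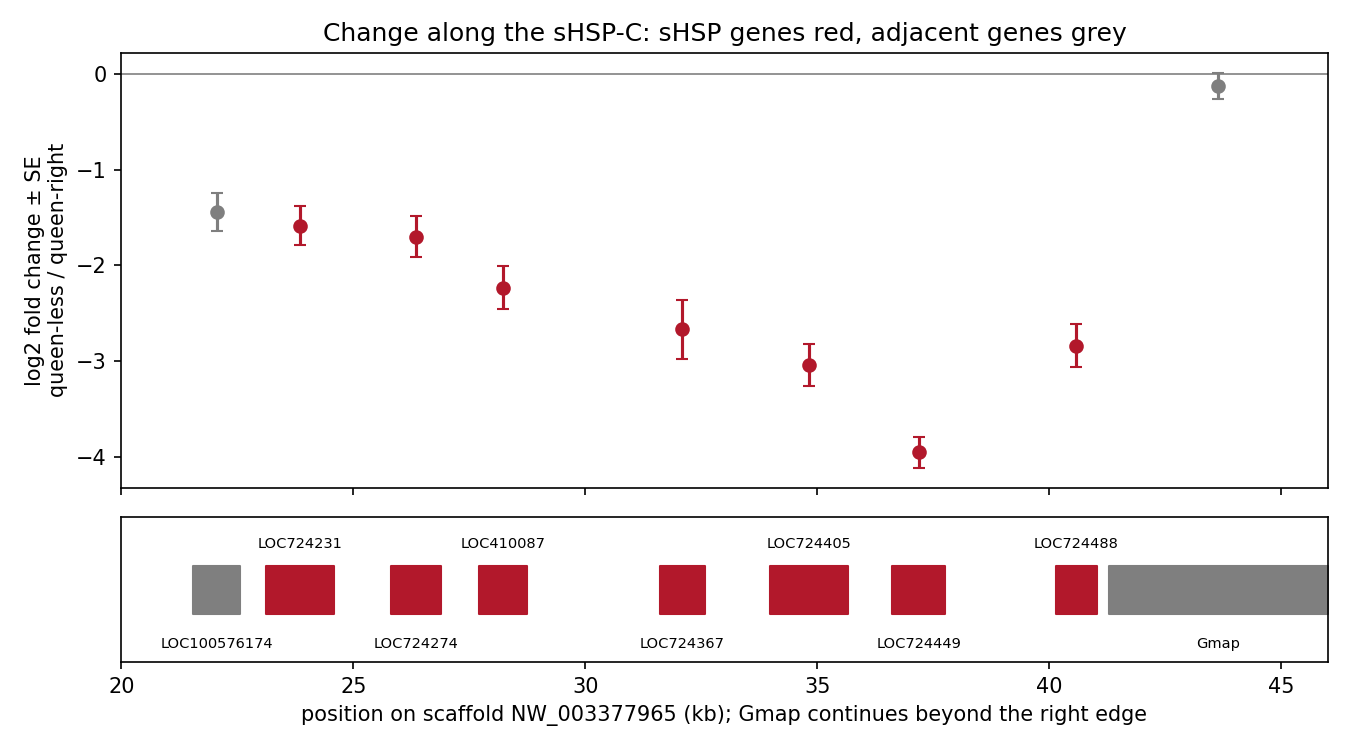
Log2 fold change between queen-less and queen-right worker ovaries, with its standard error, against position in kb along the scaffold, with sHSP genes in red and the adjacent genes in grey, and the extent of each gene drawn below. LOC100576174 lies at −1.44, the 7 sHSP-C genes between −1.58 and −3.95, and Gmap at −0.12.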

In honeybees, the sHSP-C genes are co-ordinately expressed in a data set of gene expression during activation of the honeybee worker ovary (Additional file 2: Figure S4). This coordinate regulation is not seen in datasets of honeybee female larval development, indicating that, as in *Drosophila* and *Bombyx*, these clusters may be regulated in a coordinate way in some situations, and separately in others. This is consistent with the findings of Duncan et al. [38] where they identified a significant number of co-regulated gene clusters associated with the response of adult honeybees to QMP. However, a systematic comparison with four datasets revealed only a very small number of these clusters were co-ordinately regulated in response to different environmental stimuli.

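Co-regulated neighbours were counted in the ovary libraries as runs of at least 5 neighbouring tested genes on a scaffold that all passed the threshold in one direction between queen-less and queen-right worker ovaries. There were 84 such runs, 26 of higher and 58 of lower genes, the longest with 11 genes. The split by direction depends on the processing, with 11 of 114 runs made of higher genes in unscaled RPKM, 34 of 74 with the length trend removed, and 28 of 58 with the filter of at least 1 RPKM in every library. In 1000 orders of the tested genes, shuffled within each scaffold, the mean number was 54.1 ± 6.53 (SD), and none had as many (permutation p = 0.001, one-sided, the smallest that 1000 shuffles can give). Under 10 other filters, scalings and pseudocounts, the number of runs was 1.33 to 1.70 times its shuffled mean (highest permutation p = 0.00999, one-sided). Counting runs of at least 4 genes gave 195 against a shuffled mean of 151.7. The sHSP-C genes lie within a run of 8 lower genes, from LOC100576174 to LOC724488, among the 9 tested genes of their scaffold. With 8 of 9 genes lower, most shuffled orders of this scaffold also hold a run of at least 5. The sHSP-C run therefore adds little to the excess over the shuffled mean. Of 6941 windows of 7 neighbouring tested genes, 8 had a lower median log2 fold change than the 7 sHSP-C genes, and none of the 8 held sHSP-C genes.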

To gain more resolution of the co-ordinate regulation of this sHSP-C gene cluster in honeybees we performed RT-qPCR and confirmed that the genes of the sHSP-C are differentially regulated in the honeybee ovary in response to QMP (with the exception of *LOC724274*). However, the expression of the adjacent genes that are not related at the sequence-level to sHSP genes; *Gmap* and *LOC100576174* are not significantly different between queen-right ovary and queen-less ovary defining the borders of the co-regulated gene cluster (Fig. 4A). We then assessed how this co-regulation might be occurring by determining if there were binding motifs for Br-C and heat shock elements that are known to regulate the expression of these genes in *Drosophila* [19]. We found that the sHSP-C genes had predicted binding motifs for Br-C and HSE in their promoters, consistent with *Drosophila* [23, 40–42]. To assess epigenetic regulation we examined the sequence for CTCF binding sites and assessed H3K27me3 enrichment (hallmarks of topologically associated domains) at the cluster in queen-less worker ovary, queen-right worker ovary and queen ovary. We found that although the overall levels of H3K27me3 at the sHSP-C are not different between queen-less worker ovary, queen-right worker ovary and queen ovary (Fig. 4B, C), the boundaries of the sHSP-C including the two adjacent non-sHSP genes (*Gmap* and *LOC100576174*) are demarcated by higher levels of H3K27me3 at the 5ʹ and 3ʹ flanks of the cluster which coincides with the predicted CTCF sites. This implies that the sHSP-C cluster in honeybees is co-ordinately regulated by transcription factor binding to promoter sites but also permissive chromatin structure bounded by the CTCF insulator sites, consistent with the sHSP-C acting as a topologically associated domain in the honeybee ovary.

**Fig. 4:**
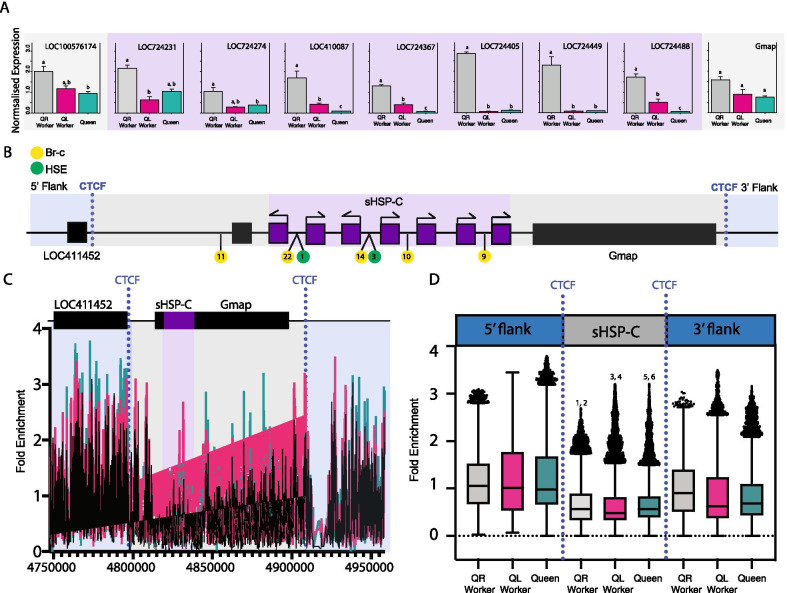
CTCF defines H3K27me3 enrichment at the boundaries of the sHSP-C. **A** The genomic structure at the sHSP-C in honeybees. Regulatory motifs CTCF (blue dotted line), Br-C (yellow circles) and HSE (green circles). **B** Average H3K27me3 enrichment across the sHSP-C. Cyan is queen H3K27me3 enrichment, black is from queen-less workers, and magenta is from queen-right workers. The sHSP-C bound by CTCF (including Gmap and LOC100576174) is significantly depleted of H3K27me3 in queen-right worker, queen-less worker and queen ovaries (Kruskall Wallis with a Dunn post-hoc test) in comparison to the 5ʹ and 3ʹ flanks. Numbers denote statistical significance (p < 0.0001). 1, 3 and 5 are comparisons between the 5ʹ flank and CTCF bound cluster for queen-right, queen-less worker and queens respectively. 2, 4 and 6 are comparisons between the 3ʹ flank and CTCF bound cluster for queen-right worker, queen-less worker and queen respectively. **C** Boxplot illustrating H3K27me3 enrichment across the sHSP-C and the 3ʹ and 5ʹ flanks that are demarcated by CTCF. Boxplot whiskers indicate minimum and maximum, the box is defined by 25th percentile, median, and 75th percentile. Outliers, data points outside 1.5 times the interquartile range above the upper quartile and below the lower quartile, are shown as individual data points. **D** RT-qPCR of genes honeybee sHSP-C as well as immediately adjacent genes Gmap and LOC100576174. Target gene expression is measured relative to *mRPL44* and *Rpn2*, which are stably expressed in honeybee ovaries [54]. Gene expression was measured in five biological replicates each consisting of ovaries from multiple individuals: queen (*n* = 3), queen-right worker (*n* = 20), and queen-less workers (n = 10). Differences in gene expression were assessed using a general linear model ANOVA with a Tukey post hoc test and 95% confidence interval. Samples that do not share letters are statistically significantly different with a *p* value < 0.05. All of the sHSP-C genes are significantly different in expression between queen-right worker and queen-less worker ovaries (with the exception of LOC724274) whereas the genes Gmap and LOC100576174 which are immediately adjacent to the sHSP-C are not significantly different in expression between queen-right worker and queen-less worker ovaries. This data validates what we see in the ovary activation RNA-seq dataset comparing sHSP-C gene expression in queen-right worker and queen-less worker ovaries

## Discussion

Tracking the evolution of the sHSP cluster in insect genomes is challenging due to the complex phylogenetic relationships of the many sHSP genes in insects. While the presence of a cluster of sHSP genes is widely conserved across insect genomes, phylogenetic evidence indicates that the genes that make up those clusters have arisen in a species independent way, as they are not phylogenetically related across insect orders.

In our analyses we only find support for ancient stable clusters of sHSP genes composed of genes with clear orthologous relationships in Hymenoptera. We find that the majority of genes of the hymenoptera sHSP-C are order-specific and orthologs are not detected outside of the Hymenoptera. Order-specific sHSP-C genes have also recently been identified in a study of eight species of Lepidoptera [29]. Consistent with previous analyses [11] gene conversion cannot explain this phylogenetic signal that we observe in Hymenoptera. Instead our analyses support birth-and-death evolution of this multigene family. We show evidence for sHSP gene loss from the cluster in sawflies, wasps, ants and bees, and we see evidence for duplication in the *Ooceraea* and *Microplitus*. We propose that multiple duplication and loss events during the evolution of the Hymenopteran sHSP-C has led to the complex phylogenetic signal, which depicts multiple lineage specific sHSP-C. Without the ancestral species and/or more closely related non-hymenopteran insect species intermediary to the more basal branching hemimetabolous insects it is not possible to identify the genes that have been lost or duplicated in the insect lineage. It is possible that the evolutionary mechanisms driving the sHSP-C evolution in hemiptera are very different to that of the holometabolous insects, and we cannot rule out that either gene conversion or recent species-specific duplications of the genes in a heavily reduced sHSP-C could be responsible for the phylogenetic signal we see in the hemiptera. However, with the addition of more hymenopteran species, we are able to define the ancestral hymenopteran sHSP cluster and we are able to identify the birth and death events that have occurred in this lineage.

Based on our analyses we propose a model of the ancestral insect sHSP-C which likely contained two divergent sHSP genes (Fig. 5). In the basal branching insect species *Ladona* and *Ephemera* this cluster is retained. In *Ephemera* a sHSP paralog is duplicated to give rise to a sHSP-C containing three genes. In contrast, the *Ladona* genome appears to have undergone multiple duplications of the ancestral insect cluster producing three separate sHSP-C. Each of these clusters contains at least one gene copy of each of the ancestral sHSP genes (*l(2)efl* and sHSP paralog). The existence of the two divergent copies of sHSP in *Ladona* and *Ephemera* is different to that of the rest of the insects’ sHSP-C. It becomes evident in the higher branching hemiptera that these two ancestral sHSPs are separated and remain so in the holometabolous insects. This separation gives rise to the homologous non-linked insect sHSP *l(2)efl*, which is shared with all insects. Evidence of *l(2)efl* sHSP and sHSP-C separation might be seen in the hymenoptera where in some hymenopteran species (*Apis* and *Atta*) the homologous *l(2)efl* gene is retained on the same chromosome as the sHSP-C genes. The genes of sHSP-C present in the hemipteroid insects and holometabolous are paralogous in nature and, after the split of the holometabola from the hemimetabola, it is these sHSP paralogs which undergo extensive duplication and loss events to give rise to the lineage specific sHSP-C genes via birth-and-death evolution.

**Fig. 5:**
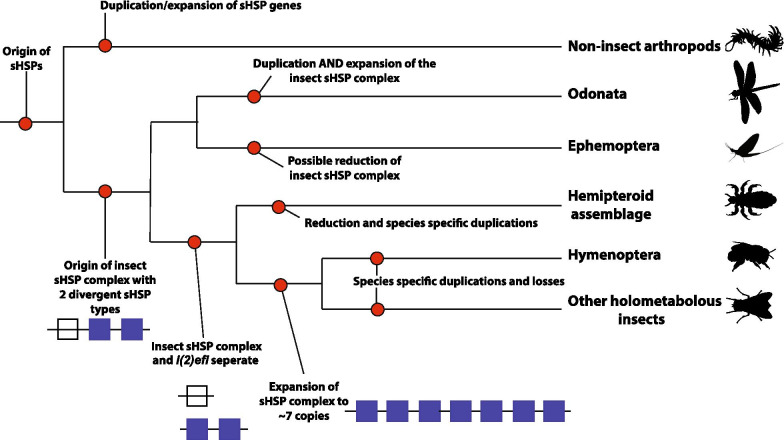
The origin of the insect sHSP-C and *l(2)efl* genes. The origin of the sHSP genes was before the divergence of the Arthropod lineage. The ancestral Arthropod sHSP genes were contained in a cluster. The ancestral insect sHSP-C likely contained two divergent sHSP genes. In the basal branching insect species *Ladona* and *Ephemera* this cluster is retained where there is at least one copy of each of the ancestral sHSP genes (*l(2)efl* and sHSP paralogs). In the higher branching hemiptera the two ancestral sHSPs are separated (*l(2)efl* and sHSP paralogs) and remain so in the holometabolous insects. This separation gives rise to the homologous non-linked insect sHSP *l(2)efl*, which is shared with all insects. After the split of the holometabola from the hemimetabola, the sHSP paralogs undergo extensive duplication and loss events to give rise to the lineage specific sHSP-C genes via birth-and-death evolution

There is evidence for other gene clusters in insects undergoing birth-and-death evolution. The odorant binding protein family is a multigene family contained within clusters in the genome. In *Drosophila* species these clusters contain a large number of genes ranging between 40 and 61 genes. Phylogenetic analysis and assessment of genome organization in 12 *Drosophila* species showed that this cluster in *Drosophila* is prone to duplication, loss and pseudogenisation, and these specific events could be tracked throughout the 12 species (43).

Our phylogenetic evidence implies that the sHSPs also have a tendency to proliferate, become pseudogenes and vanish. This is supported by the large expansion and multiple sHSP-C that are seen in *Ladona* and the contrasting absence of sHSP-C genes in some hemipteroid genomes. In addition, the existence of the numerous species-specific individual sHSPs that are most likely species-specific duplication events, and the evidence of loss and pseudogenisation in the hymenoptera (*Athalia, Atta* and *Bombu*s), further supports the theory of birth and death evolution as the main mechanism behind the insect sHSP-C evolution. Finally, we do see evidence of recombination of non-sHSP members of the HSP family into the sHSP-C in insects. In Bombyx *HspB1* is an intervening gene in the sHSP-C and in *Frankliniella* *Hsp68* is found immediately adjacent to the genes of the sHSP-C. These data suggest that during the evolution of insects sHSP-C has recombined with other similar regions of the genome and therefore we can not definitively exclude gene conversion.

Interestingly, our phylogenetic evidence also suggests that genes of the sHSP-C remain linked during the evolution of arthropods and insects. In general, arthropod genomes are subject to rapid changes in genome structure in comparison to vertebrates [44, 45] and therefore gene clusters in the arthropods are less likely to remain linked over large amounts of evolutionary time unless there is a selective advantage to do so. For example the E(spl)-C [7, 8] evolved through the co-option of genes to genome location that are co-ordinately regulated and remain linked as a result of functional constraint. However, the sHSP-C genes differ dramatically from E(spl)-C, in that the sHSP-C consists of genes that are paralogous in nature and therefore the evolution and functionality of the sHSP-C is starkly different. The retention of multiple sHSP genes in the genomes of arthropods implies that copy number of the sHSPs is functionally important. Functionally sHsps assemble into large oligomers of 12–32 subunits [46]. Thus copy number in the genome might be functionally constrained to achieve efficient production of these large oligomers. Additionally the genes of the sHSP-C do share regulatory sequences [11] and evidence from expression analyses in *Drosophila* [24], *Bombyx* and in this study in the honeybee support the fact that under certain environmental circumstances the sHSP-C genes are co-ordinately expressed. Thus it is possible that the sHSP-C genes are maintained due to functional constraint. Indeed, Duncan et al. 2020 show that gene clusters that are differentially expressed in honeybee ovaries in response to the loss of QMP are marked by H3K27me3 and that H3K27me3 prefigures the gene expression changes that occur as the bee responds to this environmental stimulus. Although H3K27me3 enrichment at the sHSP-C does not change between honeybee ovary types, we do see demarcation of the sHSP-C by H3K27me3 at the 5ʹ and 3ʹ flank of the sHSP-C which coincides with predicted CTCF sites. Previous studies have shown that H3K27me3 enrichment is found in broad genomic bands marking regions of silent genes and that expressed genes are found preferentially immediately adjacent to the flanks of H3K27me3 enrichment. Although diminished H3K27me3 (a hallmark of open-chromatin) at the sHSP-C alone is not enough to explain the coordinated regulation of the sHSP-C genes during ovary activation, it does suggest that genomic features consistent with coordinate regulation exist around the cluster. Taken together, the results of this study suggest that the sHSP-C genes are maintained in clusters and undergo birth and death evolution, which is driven perhaps by species or order specific selection pressures.

What is clear from this study is that the sHSP cluster is fluid and less conserved in structure that other insect gene clusters. However, its presence in so many insect genomes, and its conserved coordinate expression and possibly regulation, implies that it is an integral genomic component of environmental response in arthropods.

## Methods

### Identification of insect sHSP genes

We retrieved insect, chelicerate, myriapod, crustacean, mollusca sHSP sequences from NCBI, vectorbase (https://www.vectorbase.org/) or the i5K Workspace at the USDA (https://i5k.nal.usda.gov) after identifying them with reciprocal BLASTp [47] searches using Honeybee *l(2)efl* LOC412197. The E-value cutoff for evaluating all sequences in homology search was 10^–10^.

### Phylogenetic analysis

The amino acid sequences of sHSP genes of arthropods (Additional file 1: Table S1) were aligned using clustal X v.1.8 [48]. Using the entire aligned amino acid sequences we reconstructed the phylogenetic relationship of the arthropod sHSP genes using Bayesian methods implemented in MrBayes v.3.1.2. The WAG model [49] of amino acid replacement was used exclusively after testing with mixed models. MCMC chains were run for at least 3,000,000 generations until average standard deviation of split frequencies became stable below 0.05. The first 25% of resulting trees discarded as burnin. The resulting phylogenetic trees were visualised using Figtree [50].

### Motif analyses

CTCF binding sites were located using the Gene Palette program. The sHSP-C and surrounding genes were loaded into the library as sequence, and the consensus sequence for CTCF (CNNNAGNNGGCGC) [51] from *Drosophila* was added as a feature, not allowing for mismatches. Potential binding sites for Br-C and HSE were located using gene sequences from NCBI Gene (http://www.ncbi.nlm.nih.gov/gene) put into Match-1.0 Public (2005), which uses positional weight matrices from TRANSFAC Public 6.0. Settings were altered to minimise false positives, and to use invertebrate sequences. Potential transcription factor binding sites were located in the 500 bp upstream of the transcriptional start site.

### RNA-seq and ChIP-seq analyses

RNA-seq and ChIP-seq data was accessed from Gene Expression Omnibus (GEO), Reference numbers GSE120563 and GSE52291. Fold change for the honeybee sHSP-C genes, homologous *l(2)efl* and non-linked sHSP paralog were extracted from the ovary (GSE120563) and larval (GSE52291) RNA-seq datasets. 

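In the ovary libraries the sHSP genes outside the cluster were also lower in queen-less than in queen-right workers. LOC410857 fell from 1350 ± 519 RPKM (SD, n = 2 pools) to 90.4 ± 4.21 RPKM (SD, n = 2), and was at 59.2 ± 9.35 RPKM (SD, n = 2) in queens. Its log2 fold change between queen-less and queen-right workers was −3.64 (standard error 0.26, adjusted p = 2.15e-05 from limma with Benjamini-Hochberg adjustment). LOC412197 fell from 46.9 ± 17.4 RPKM (SD, n = 2) to 0.94 ± 0.481 RPKM (SD, n = 2), with 0.71 ± 0.113 RPKM (SD, n = 2) in queens. Its log2 fold change was −4.41 (standard error 0.29, adjusted p = 1.64e-05 from limma with Benjamini-Hochberg adjustment), and the smallest whole numbers of reads that match its values are 223 and 389 in queen-right and 4 and 8 in queen-less workers. Both genes also passed when p was adjusted over the list alone. Neither differed between queens and queen-less workers past the threshold.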

The heatmap was generated in R studio and was used to visualise the expression values and hierarchical clustering of the honeybee sHSP genes. We used bdgcmp within MACS2 (v2.1.1.20160309) (52) to calculate fold enrichment of ChIP samples relative to input (background) at the sHSP-C in queen-right, queen-less, and queen ovary samples. The grep command was used within the Linux environment to extract the fold enrichment for H3K27me3 from the sHSP-C and the flanking regions. Flanking regions were defined as ½ the length of the cluster as defined by the predicted CTCF binding sites (50 kb to the 5ʹ and 3ʹ of the sHSP cluster). To test whether the levels of H3K27me3 enrichment vary across the sHSP-C, we calculated mean fold enrichment across the 5′ flanking regions, sHSP cluster, and 3′ flanking regions.

### RNA extraction and RT-qPCR

Ovary tissue was removed from queen-right worker (n = 20), queen-less worker (n = 10) and queen abdomens (n = 3) on ice in PBS before snap-freezing on dry ice and storage at − 80 °C. RNA extraction was carried out on biological replicates (n ~ 5) using Trizol reagent (Invitrogen) and purified using RNeasy columns (Qiagen). RNA concentration was determined using the NanoDrop ND1000 spectrometer (NanoDrop). RNA was converted to cDNA using a SuperScript VILO cDNA Synthesis Kit (Invitrogen) as per the manufacturers instructions. For primer design with Primer3 (available online http://frodo.wi.mit.edu [53] gene sequences for the sHSP-C genes, Gmap and LOC100576174 were obtained from NCBI. Primers were checked for specificity using the Primer BLAST program available at http://blast.ncbi.nlm.nih.gov/Blast.cgi. RT-qPCRs were carried out on a BioRad CFX Real-Time PCR detection system with SsoFast EvaGreen PCR mastermix, 5 ng of cDNA, and 300 nM of each primer. The RT-qPCRs were carried out on three biological replicates with each measurement made in duplicate and analysed using the BioRad CFX (CFX Manager software version 3.1). Gene expression was normalized to the geometric mean of two reference genes Rpn2 and mRPL44. Differences in target gene expression were determined by ANOVA (Analysis of variance) with a Tukey’s post hoc test after confirming that the data fit a normal distribution using a Shapiro–Wilk test.

## Supplementary Information

**Additional file 1: Table S1.** Amino acid sequences of sHSP genes of arthropods.

**Additional file 2: Figure S1.** sHSP-C genomic organisation in Arthropods. **Figure S2.** sHSP-C genomic organisation in Hemimetabolous insects. **Figure S3.** sHSP-C genomic organisation in Hymenoptera.

## Data Availability

All sequences and accession numbers (derived from NCBI, vectorbase (https://www.vectorbase.org/) or the Baylor i5K pilot project (https://www.hgsc.bcm.edu/i5k-pilot-project-summary) are available in Additional file 1: Table S1. The dataset(s) supporting the conclusions of this article is(are) available in the Gene Expression Omnibus (GEO) repository, GSE120563 and GSE52291 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120563 and http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52291).

# Supplementary material for: Evolution and genomic organization of the insect sHSP gene cluster and coordinate regulation in phenotypic plasticity
**Source:** BMC Ecol Evol. 2021 Aug 4;21:154. doi: 10.1186/s12862-021-01885-8
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. sHSP-C genomic organisation in Arthropods. Figure S2. sHSP-C genomic organisation in Hemimetabolous insects. Figure S3. sHSP-C genomic organisation in Hymenoptera.

**Evolution and genomic organization of the sHSP gene cluster in Arthropods**

Figures S1-S3

**
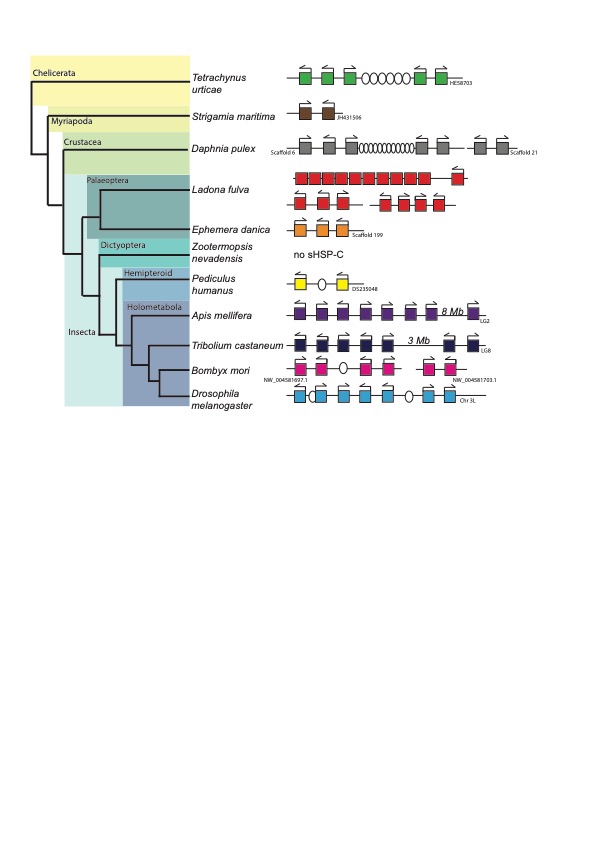
Figure S1. sHSP-C genomic organisation in Arthropods.** BLASTx analysis was carried out to identify the sHSP sequences in the genome of *Biomphalaria glabrata* [mollusca] and the genomes the arthropods (*Tetrachynus urticae* [chelicerate]; *Daphnia pule*x [crustacea]; *Strigamia maritima* [myriapoda]; *Ladona fulvata*, *Ephemera danica*, *Zootermopsis nevadensis*, *Pediculus humanus*, *Apis mellifera*, *Tribolium casteneum, Bombyx mori*, and *Drosophila melanogaster* [insecta]). In *Drosophila*, a sHSP-C of seven genes lies on linkage group 3L. There were also two intervening genes identified, *Hsp67Bb* (*CG4456*), is not a HSP and is instead a member of the Rhodanese Homology Domain superfamily which overlaps the hsp22 open reading frame with transcription in the same direction and a non-coding RNA *CR43481*. In *Bombyx* we identified two sHSP-C on chromosomes 27 and 8 consisting of four and two genes respectively. The cluster of four sHSP genes has an intervening gene HspB1 which is orthologous with all other insect HspB1 genes rather than the sHSPs. In *Tribolium* seven sHSP genes were identified on chromosome LG8. However, *TC005338* and *TC006793* were separated from the other five genes by 3 Mb. In *Apis*, eight sHSPs genes were identified on Chr LG2. *Apis* LOC410857 was separated from the other seven sHSP-C genes by 8 Mb. In each of the holometabolous insect genomes we also identify multiple non-linked sHSP. We identified three sHSP-C in the *Ladona fulvata* (dragonfly) genome. One cluster contained 10 genes, another five genes and the third three genes. In contrast, another deeply branching hemimetabolous insect, *Ephemera* (mayfly) has only a single cluster containing three sHSP genes and no other sHSP genes in the genome. Two clustered sHSPs were identified in the hemipteroid body louse *Pediculus* with an intervening gene, the odorant receptor PhOr6. In addition, while two sHSP genes could be identified in *Zooptermopsis* (termite), these were not clustered. In *Daphnia* we identified two sHSP-C. The first sHSP-C contains two sHSP on scaffold 21, arranged in a head to head arrangement. The second sHSP-C contains five genes on scaffold 6. This complex is interrupted by 12 intervening genes. Similarly, in *Tetrachynus* we identified a five-gene sHSP-C on scaffold HE58703 that is also interrupted by six intervening genes. In contrast we identified only a pair

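In the authors' table of ovary RPKM, the 7 sHSP-C genes lie on scaffold NW_003377965. LOC410857 lies on scaffold NW_003378111 from 411737 to 422168 and LOC412197 on scaffold NW_003378169 from 560202 to 561990. The distances between these scaffolds cannot be read from that table. In the gene order of the assembly Amel_HAv3.1, 6 of the 7 sHSP-C genes are neighbours on linkage group 2 and LOC724231 has no entry in the table used. LOC410857 lies on the same linkage group with 359 genes between it and the cluster, 283 of them protein-coding. LOC412197 lies on linkage group 1.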

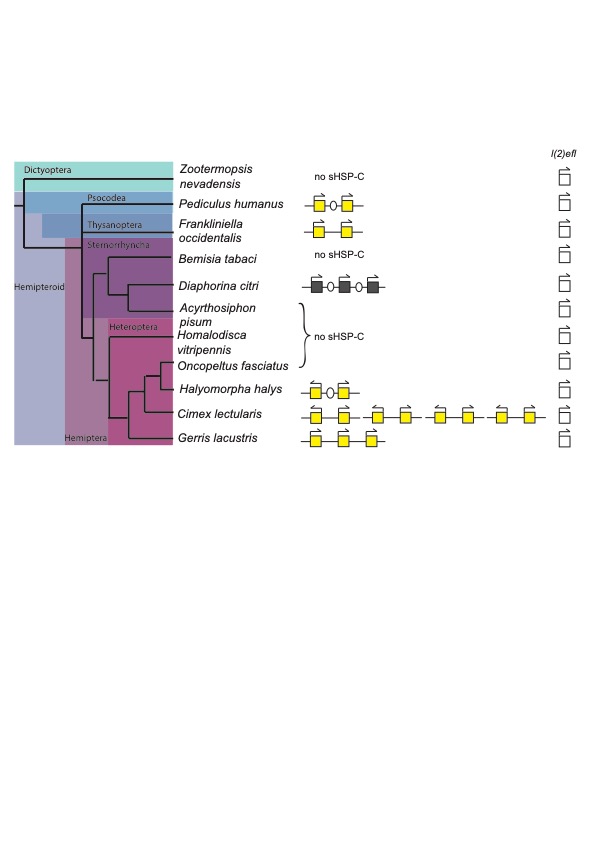
of sHSP in *Strigamia*

**Figure S2. sHSP-C genomic organisation in Hemimetabolous insects.** BLASTx analysis was carried out to identify the sHSP sequences in the genome of *Frankliniella, Acyrthosiphon pisum* (aphid), *Diaphorina, Halyomorpha* (stink bug), *Bemisia* (white-fly), *Oncopeltus* (milk weed bug), *Gerris* (water strider) *. Zooptermopsis* (termite) does not have a sHSP-C. In *Frankliniella* (thrip) a cluster of two sHSP genes was identified, adjacent to these two sHSP was an hsp68 gene homologous to insect Hsp70 family of genes. In a psyllid (*Diaphorina*) two gene clusters were identified with two and three sHSP genes respectively, each with intervening genes. The first cluster of three sHSPs in *Diaphorina* is made up of three tandem repeats of a sHSP and a gene for guanine nucleotide-binding protein subunit beta-5-like. The second cluster in *Diaphorina* consisting of two sHSP genes aligns with the alpha crystallin gene from *Acyrthosiphon pisum* (aphid) and Honeybee and therefore is not considered a sHSP-C (data not shown). In *Cimex* (bed bug) eight-clustered sHSP were found as tandem repeats in a tail-to-tail orientation. Two clustered sHSP genes were also found in *Halyomorpha* (stink bug) separated by an intervening gene. Three sHSP genes were found in a cluster in the *Gerris* (water strider) genome. sHSPs clusters could not be identified in the genomes of Hemipteran insects including *Acyrthosiphon* (pea aphid)*, Bemisia* (white-fly) *Oncopeltus* (milk weed bug) and *Homalodisca* (glassy-winged sharp shooter). Once again, multiple non-linked sHSP paralogs (not shown) were found in the genomes of all hemipteroid insects and all hemipteroid insects had one copy of the homologous insect *l(2)efl* gene.

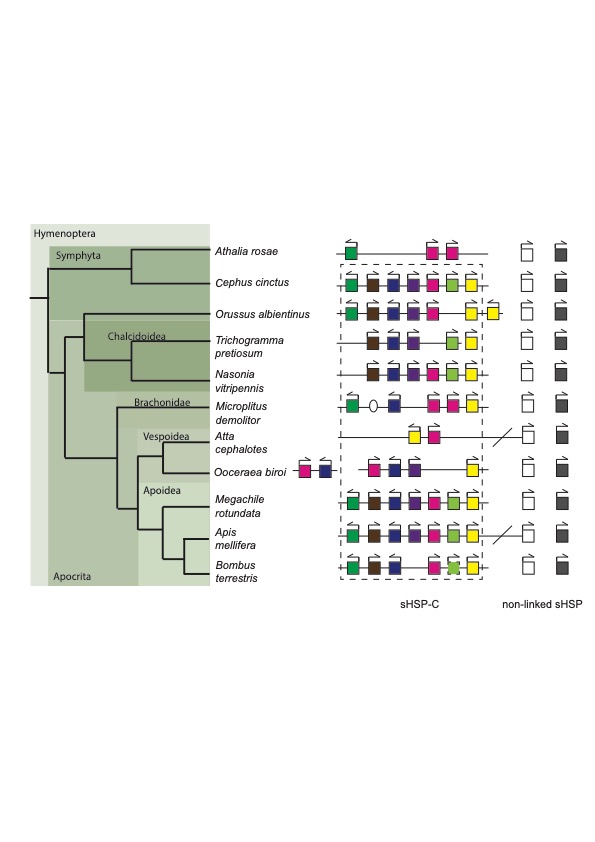

**Figure S3. sHSP-C genomic organisation in Hymenoptera.** BLASTx analysis was carried out to identify the sHSP sequences in the genomes of *Hymenopteran species; Athalia* rosae (turnip sawfly), Cephus cinctus (wheat stem sawfly), *Orussus albientinus* (wood wasp), *Trichogamma pretiosum* (wasp), *Nasonia vitripennis* (parasitoid wasp), Microplitus demolitor (parasitoid wasp), Atta cephalotes (leaf-cutter ant), *Ooceraea biroi* (clonal raider ant), *Megachile rotundata* (leaf-cutting bee), *Apis mellifera* (honeybee), *Bombus terrestris* (buff-tailed bumblebee). We identified five sHSP genes in *Athalia*, three of which were contained in a cluster. In *Cephus cinctus* nine sHSP genes were identified of which seven were found clustered on the genome. Eight sHSP genes were identified in the *Orussus* genome of which seven were linked. Six sHSP genes were identified in the *Trichogamma* genome of which 5 comprised of a cluster. Seven sHSP genes were identified in the *Nasonia* genome of which 6 were linked. Seven sHSP genes were identified in the *Microplitus* genome of which 5 were linked. One intervening gene was also identified separating *XP_008551687.1* and *XP_008551690.1*. Four sHSP genes were identified in the *Atta* genome of which only 2 were linked. Three other ORFs which shared similar sequences to the sHSPs were identified at this genomic location however they were heavily truncated and likely represent pseudogenes and therefore provide evidence for loss of sHSP-C genes in *Atta*. In the ant species *Ooceraea biroi* eight sHSP genes were identified with two sHSP-Cs of four and two genes. The three bee species had a very similar configuration. Nine sHSP genes were identified in the *Apis* genome of which seven were linked. Seven sHSP genes were identified in the *Megachile* genome of which five were linked. Five sHSP genes were identified in the *Bombus* genome of which five were linked. Another ORF was identified within the *Bombus* sHSP-C, however it was characterized as a pseudogene in the NCBI database. In the newest *Bombus* genome release (GCA_000214255.1) the corresponding protein sequence aligns with the respective sHSP-C genes from other hymenoptera.

How the deposited data were processed for this re-analysis (not part of the article)

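RNA-seq of honeybee ovaries was available for 6 libraries, 2 pools each of queen-right worker, queen-less worker and queen ovaries, mapped to these groups by their sample labels. The authors deposited RPKM for each library and gene entry. The deposited normalized signal equals RPKM + 1 multiplied by 1 factor per library, and these factors were recovered from the ratio of both values. The authors also deposited an adjusted p-value for each of the 3 comparisons. The aligner, the counting program and the read length are not named in the paper's text. Another 12 columns of values per sample, which hold the expression values and the transformed values, and the columns of group means were not used. Of the gene identifiers, 8962 matched the reference table of Amel_HAv3.1, which was used only for names and for the order of genes. 13 names stand on more than one entry, 28 entries in all.
The tests had been laid out for read counts before the data were examined. Since the values are RPKM, limma (version 3.58.1, R 4.3.3) was used on log2(RPKM + 1) with the authors' factors, a trend of the variance with expression, all 6 libraries and 1 mean per group. P-values were adjusted with the Benjamini-Hochberg method, with 0.05 as the threshold. Entries with at least 1 RPKM in at least 2 libraries were tested (8778 of 11169). This filter replaced a first one, at least 1 RPKM in any library, after the results of the first had been seen, and both are reported. Gene sets were tested with camera at a preset correlation of 0.01 and with fry. Runs of neighbouring genes were set against 1000 shuffled orders and list medians against 10000 random lists matched on expression. Protein pairs were aligned with Biopython 1.88. The model was tested on simulated data of 8778 genes with 200 changed. Of the genes changed by 2 on the log2 scale 94% were called, and of those changed by 1, 78%. The calls included 13 unchanged genes (7.03% of the calls). Far more genes passed in the data (5930 between queen-less and queen-right workers), so these shares may not hold there. The count of runs was checked apart, on calls written in without noise, so finding 9 of 9 planted runs tested the counting only.
Relative depth was taken from the ratios of low RPKM values, between 0.3 and 1 RPKM, with Python 3.11.15 and numpy 2.4.6. The ranges and limits of this step were set while looking at the data. On simulated data the largest error of the relative depth was 0.066%. The whole reads of 57 of 65 low genes (87.7%) were recovered after division by their greatest common divisor. True read numbers can therefore be a multiple of those given. The absolute depth is unknown, and the limit of 3 reads is a fixed setting that does not cover the counting error of the reads found.
The genes named in the text are those the paper names and, by a rule written before the data were examined, the 3 with the largest rise and the 3 with the largest fall between queen-less and queen-right workers. Hsp90, Hsc70cb and Hsc70-5 were singled out after their values were seen. Lists of muscle (9 genes), germline (9), fat body (5) and other heat shock genes (6) were matched by symbol, before their values were seen for the first 3. Ambiguous symbols and genes found under several entries were left out. Alternatives were tried for the filter, the scaling, the pseudocount, gene length, the libraries in the fit, the replicate number as a block, the set test, the threshold and the run length.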

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

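The tests in this part were chosen after the results were seen.
Of the 6 other heat shock genes, 3 rose past the threshold between queen-right and queen-less worker ovaries, against the direction of the sHSP genes, and the paper does not discuss them. Hsp90 rose from 473 ± 16.8 to 998 ± 9.84 RPKM (SD, 2 pools each), a log2 fold change of 1.27 on the log2(RPKM + 1) scale. Hsc70cb rose by 1.46, with 1.27 to 1.47 across settings, and Hsc70-5 by 0.50, which fell to 0.30 and lost its call with unscaled RPKM. For Hsp90, the authors' scaling was tested with 5 other scalings, and the smallest rise was 1.07, which argues against scaling as the whole cause. With each library left out in turn the value lay between 1.25 and 1.29. A change in the share of cell types and a response of the ovary to activation both stay open, and neither was tested for these genes.
The 3 genes with the largest rise in queen-less workers, which the paper does not discuss, were LOC100578025 (log2 fold change 8.81), LOC100577698 (8.47) and LOC100578107 (7.17). In queen-right workers they lay at 5.38 ± 4.41, 3.54 ± 1.67 and 0.17 ± 0.24 RPKM (SD, 2 pools each), against 2207 ± 412, 1363 ± 159 and 146 ± 19.9 RPKM (SD, 2 pools each) in queen-less workers. LOC100578025 had 8.49 and 2.26 RPKM in the single queen-right worker pools, and its log2 fold change was 9.62 without queen-right worker replicate 1 and 8.01 without replicate 2. With each library left out in turn, that of LOC100577698 lay between 8.12 and 8.82 and that of LOC100578107 between 7.00 and 7.35. LOC100578107 is listed at 0 in queen-right worker replicate 1, so its value depends on the pseudocount. Under the 5 other scalings the smallest rise of the 3 was 6.98, far beyond the shift of all genes. Reads shared with similar genes were not tested. The germline genes rose by less, at most by 4.68 on the log2 scale (mael, from 77.0 to 1709 RPKM), nanos, egl and spn-E did not change past the threshold, and orb fell from 1011 to 573 RPKM. These values argue against a larger share of germline cells as the only cause, unless the germline genes' levels in queen-right workers come from other cells. The libraries hold no value that decides this, so the share of germline cells cannot be told apart from a change in gene activity.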

How the results depend on the processing

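The sHSP-C genes stayed lower in queen-less than in queen-right workers and past the threshold in 14 of 14 settings in which each was tested, 13 of 13 for LOC724405. The filter of at least 1 RPKM in every library removed LOC724405 and LOC412197. The median of the 7 lay between −2.86 (unscaled RPKM) and −2.19 (length trend removed), and between −2.94 and −2.17 across the 6 fits that each left out one replicate. LOC410857 and LOC412197 stayed lower and past the threshold wherever they were tested. In the same comparison Gmap and LOC411452 passed the threshold in 0 of 14 settings each. In queens against queen-right workers Gmap passed in 9 of 14 and LOC411452 in 1 of 14. Among genes past the threshold between queen-less and queen-right workers, lower genes outnumbered higher ones (3244 against 2686), but not with the length trend removed (2839 against 2953) or with the filter of at least 1 RPKM in every library (2410 against 2567), which by construction takes out genes that fell to low values.
The alternatives added after seeing the data were the pseudocount of 0.1, the filters of at least 1 RPKM in every library and in any library, mRpL44 alone, the trimmed mean of log ratios, the median of ratios, quantile normalization, removal of the length trend, the gene order of Amel_HAv3.1 and the crossed block. The filter of at least 1 RPKM in any library had been used first and gave 5940, 6349 and 127 genes past the threshold, against 5930, 6304 and 130.
Requiring a log2 fold change of at least 1 left 3301 genes between queen-less and queen-right workers and 3871 between queens and queen-right workers, by construction of the stricter threshold. Between queens and queen-less workers, the 130 genes became 82 with quantile normalization, 72 with the replicate block, 42 with only the 4 libraries of these groups, and between 71 and 85 with a queen-right worker library left out (71 without replicate 2). Only 1 sHSP-C gene then passed with the 4 libraries, against 3. Fewer libraries leave fewer degrees of freedom. The cause of the other shifts was not tested. The other heat shock genes had a median of 0.35 that passed by fry and not by camera. Runs of 4 or more genes numbered 195 against 84 of 5 or more.
Same-numbered libraries deviated from their group means with correlations of −0.129 between queen-right and queen-less workers, −0.0862 between queen-right workers and queens and 0.0614 between queen-less workers and queens, so the numbers do not pair the libraries. With the replicate block, 5704, 6172 and 72 genes passed in the 3 comparisons, and 72 runs were found. With the queen-right numbers crossed, the counts were 6096, 6477 and 225.
Signs changed for single genes with values near 0. For mRpL44, between queen-less and queen-right workers, 0.0021 became −0.19 with unscaled RPKM, −0.0135 with the trimmed mean, −0.0092 with the median of ratios, −0.15 with quantile normalization and −0.0035 with the pseudocount of 0.1. Its −0.03 between queens and queen-right workers became 0 when it served as the reference itself and 0.34 with the length trend removed. The last value passed the threshold (adjusted p = 0.0209 from limma with Benjamini-Hochberg adjustment). With the length trend removed, mRpL44 also rose past the threshold between queen-less and queen-right workers, by 0.34 (adjusted p = 0.0229 from limma with Benjamini-Hochberg adjustment). Its −0.03 between queens and queen-less workers became 0 as the reference itself, 0.0055 with the trimmed mean and 5e-04 with the median of ratios. Also between queens and queen-less workers, LOC412197 went from −0.15 to 0.15 with quantile normalization and LOC411452 from −0.13 to 0.0608 with the length trend removed. The cause was not tested, apart from the 0 values, which follow from scaling on mRpL44. Among the single genes, the medians of all genes and the medians of the muscle, germline and fat body lists, 15 values moved and 16 calls were lost. Without a change of sign, 2 calls were gained. The call of mRpL44 between queens and queen-right workers was gained with a change of sign.
Alternatives set before the data were examined that need read counts were not run: DESeq2, RLE and TMM normalization, and the minimum of 10 counts in every library. The scaling on Rpn2 and mRPL44 together was not run either, since Rpn2 was not found under that name. The low read numbers in queens leave the fold change of LOC724405 there uncertain, with −3.44 at 3 reads in each queen library against a fitted −3.54.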

Differences from the paper's values

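The paper's text gives no expression value for these libraries that could be set beside the values here. By RT-qPCR on other pools, the paper finds LOC724274 and LOC100576174 not different between queen-right and queen-less worker ovaries. In the RNA-seq libraries both were lower in queen-less workers, with log2 fold changes of −1.70 and −1.44 and adjusted p of 0.000308 and 0.000438 by limma with Benjamini-Hochberg adjustment. In 14 of 14 settings with a test, both passed the threshold (highest adjusted p 0.00213 and 0.00388 by limma with Benjamini-Hochberg adjustment), so none reached the call of the paper's RT-qPCR. The authors' deposited table lists adjusted p-values of 0.000107 and 0.00311 for these genes. For Gmap the absence of a difference in the paper's RT-qPCR was also found here (log2 fold change −0.12).
The authors' deposited table has 3410, 3902 and 57 genes with an adjusted p under 0.05 for queen-less against queen-right workers, queens against queen-right workers and queens against queen-less workers. Of these, 3406, 3892 and 28 also passed here.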

Other observations

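The tests of muscle, fat body, gene length and spacing of genes were written before their results were seen, and all other tests in this part after.
The fall of the sHSP-C genes may reflect fewer cells of another type in the active ovaries, and this explanation stayed open. The muscle genes fell as a set, with a median log2 fold change of −3.11 against −2.66 for the sHSP-C genes (camera p = 0.0014, fry p = 0.000605, estimated correlation p = 0.167), and 7 of 9 fell past the threshold. TpnCIIa (0.07) and TpnCIIIb (−0.60) did not. Mp20, the most abundant of them, went from 1419 to 52.7 RPKM in queen-less workers and to 9.27 RPKM in queens. The fat body genes fell in 5 of 5 cases, with a median of −3.40 (camera p = 0.0182, fry p = 0.00609, estimated correlation p = 0.245). Hex70a went from 95.7 to 6.93 RPKM. Vg went from 98.2 to 4.92 RPKM, with 1.59 and 8.24 RPKM in the single queen-less worker pools. All 23 muscle, fat body and germline genes had at least 1 RPKM in both queen-right worker libraries. Both lists changed as a smaller share of these tissues would need, so the libraries do not separate such a change from lower activity of the sHSP-C genes within ovary cells. The germline genes had a median of 2.63 (camera p = 0.0165, fry p = 2.94e-05, estimated correlation p = 0.0883), but went both ways, with 5 higher and orb lower past the threshold.
Other explanations of the fall were weighed. Under 5 other scalings the smallest fall of the median was −2.67. With the trend on gene length removed the median was −2.19 and 7 genes passed, while 1186 genes of similar span had a median of −0.46, so length may account for part but not all of the fall. The other heat shock genes listed did not fall as a set, with a median of 0.35 (camera p = 0.0739, fry p = 0.00096, estimated correlation p = 0.326). That list holds only Hsp90, Hsc70-3, Hsc70-4, Hsc70-5, Hsc70cb and Hsf. A fall of heat shock genes outside it was not tested and stays open. Reads of one falling paralog counted on the others are not excluded, because neither the read length nor the transcript sequences are known. The longest identical stretch, 66 bases, is that of LOC724274 and LOC724488. LOC410087, LOC724367 and LOC724405 share at most 11 amino acids (33 bases) with another sHSP-C protein, and LOC724449 at most 14 (42 bases). For these genes, whose mean RPKM fell 5.54- to 18.5-fold, this argues against shared coding reads as the whole cause. For LOC724231, LOC724274 and LOC724488 it stays open. The 7 proteins are 35.7% to 63.9% identical in pairs.
The fall was not confined to the linked genes. LOC410857 and LOC412197 fell at least as much as the median of the cluster, the smaller fall being −3.64.
LOC100576174 fell with the cluster. Transcripts running on from LOC724231 would keep its level at a constant share, and in workers the ratio of both RPKM differed by less than its spread, at 1.03 ± 0.145 in queen-right and 1.16 ± 0.159 in queen-less workers (SD, 2 pools each). Run-on transcripts therefore cannot be told apart from a fall of LOC100576174 itself, since neither ratio differs from 1 by more than its spread. In queens the ratio was 2.47 ± 0.229 (SD, 2 pools), so there LOC724231 does not account for the whole level of LOC100576174.
Among genes at least 1000 bp apart, 49 runs of at least 5 genes were found against a shuffled mean of 37.7, a ratio of 1.30 with 30 of 1000 shuffles as high (permutation p = 0.031, one-sided), against a ratio of 1.55 among all genes. Close spacing may therefore account for part of the excess and not for all of it.
From LOC724231 to LOC724449 the fall grew from gene to gene along the scaffold of the authors' assembly, from −1.58 to −3.95. This order was noticed after the values were seen and was not tested. It depends on the assembly. In the gene order of Amel_HAv3.1, LOC410087 (−2.23) comes before LOC724274 (−1.70), which breaks the growth, and LOC724231 has no entry.
Queens and queen-less workers shared most of their differences from queen-right workers. The log2 fold changes correlated across genes with r = 0.967, against 0.505 for simulated unchanged groups that share the queen-right libraries, and 5537 genes passed in both comparisons, 5535 of them in the same direction. Genes are not independent replicates. The largest falls between queen-less and queen-right workers were those of LOC408650 (−6.45), Rfabg (−6.40) and LOC100576655 (−6.06).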
